A study of Mus musculus with 10 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

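Tail DNA of 5 mice of 1 family (sire, dam and 3 F1 mice) was hybridized against DNA of reference male mouse 4 on custom arrays with about 1 probe per 2053 bp of the autosomes, with 2 arrays per animal that had the dyes swapped. Per the labels, the animal was in Cy3 on 1 array and in Cy5 on the other, which settled the direction of every ratio. The groups (sire, dam, F1 progeny) came from the names in the labels, and the 2 arrays of an animal were 1 replicate. The labels do not state the sex of the F1 mice.

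The authors extracted the images with Feature Extraction 10.7.1.1. Per the file headers, the deposited intensity values of the green and red channels were background-subtracted, corrected for spatial trends and scaled by a linear dye normalization, and probe positions were on mm9. The deposited log ratios are log10 values of the red over the green processed intensity. The authors' deposited value table holds log2 values, found by comparison with the scanner files to be the reference over the animal in every column, within 5e-07. It lists 964482 of 966371 non-control features (99.8%) and was not centred again, with column medians from -0.00814 to 0.00734. It was used as an alternative.

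The log10 ratios were turned to log2 ratios of animal over reference, and each array was centred on its autosomal median. Control spots and the 123 to 195 spots per array that were marked as outliers were left out, no spot was saturated, and repeated spots of a probe were averaged (X probes had a median of 5 spots). This left 950713 probes, and 36 probes on unplaced sequence were left out. The median green signal was 75.7 to 122 and the median red signal 105 to 147, against SDs of the negative controls of 3.50 to 5.67 (green) and 3.20 to 4.06 (red). Over all probes, arrays of different animals with the same dye orientation correlated at 0.163 to 0.453 (animal in Cy3) and 0.348 to 0.486 (animal in Cy5), and the turned arrays of 1 animal at -0.438 to -0.133, so the dye had a larger effect than the copy number over all probes. These are correlations across probes, which are not independent replicates.

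Positive probes followed the thresholds of the study's methods, 0.8 on both arrays or 0.5 for all 4 values of 2 adjacent probes, with the same sign required, a condition that the methods do not state. Candidates were called clear of both parents when they lay over 0.5 beyond each parent. Intervals were scored as the sum of the ratios over adjacent probes divided by the noise times the square root of their number, with a score over 6, at least 3 probes and a mean over 0.25 in size. This caller was written for these data in place of the vendor software of the study. An interval was de novo when no interval of the same sign in a parent overlapped it by 50% or more. A probe was called dim when it was not well above background in both channels on every array. Exact Clopper-Pearson intervals (95%), an exact permutation test, exact binomial tests and limma 3.58.1 (lmFit and eBayes, Benjamini-Hochberg adjustment, adjusted p threshold 0.05, size over 0.5 for the family) were used, in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0.

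The steps were tested on simulated data. Of 100 probes with shifts of 0.5, 0.9, 1.5 and 2.0 log2 added among 950301, the family comparison recovered 60, 95, 98 and 100, with 17 false calls (0 when no shift was added), and the F1 against F0 comparison 0, 6, 72 and 80, with 1 false call. Scan batches held the sire and dam, F1 1 and F1 2, and F1 3 alone, so the batch of F1 3 and that animal cannot be told apart. No batch held both F0 and F1 mice, so generation and scan batch cannot be told apart either. A random block for the batch does not part them. With the scan batch as a random block the estimated correlation was -0.355, and with the animal as a block over 10 arrays 0.000662.

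Regions were named by a rule set before the data were examined: all runs of 4 or more probes (up to 10, by number of probes), then runs of 2 or 3 probes (up to 10, by mean size), then single probes (up to 10, by mean size), of which the text gives the first ones. The tests and most alternatives (thresholds, background correction, centring, dim probes, dye contrast, interval score, each animal left out) were also set before the data were examined. Background correction with normexp (offset 50) used median spot signals. Fitted on all spots it gave a distorted ratio on 1 array, where 7 spots beside a bright speck had very low signals, and the correlation of that array with the values used here was 0.513 (0.750 to 0.856 on the others). A fit without spots under -20 was added after seeing the data, and both are given where they differ. A correction for GC content and the tests of gene lists were not run, because no genome or annotation of mm9 was used here. No comparison by radiation exposure was made, because 1 family and no control family was analysed. The labels differ on the exposure, and the study lists mice with names of this form as offspring of irradiated sires.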

Results

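Genomic DNA from the tails of 5 C57BL/6J/Nrs mice of 1 family was compared with DNA of 1 reference male mouse by array CGH, a hybridization that measures DNA copy number as a ratio of 2 dyes. The family held the sire and the dam (F0) and 3 F1 mice, and each animal was measured in 2 dye-swap hybridization experiments that were averaged as 1 replicate, giving 10 arrays. The series title describes males given 20 mGy of gamma-rays per day for 400 days, while its design text calls the sire non-irradiated. The study lists mice with names of this family's form as offspring of irradiated sires. No control family was analysed here, so exposure was not compared. Each array had 950622 autosomal probes with a median spacing of 2053 bp, 68 X probes and 23 Y probes. Positions are on mm9, for which no gene annotation was used, so regions are named by position and probe. The derivative log ratio SD, the spread between neighbouring probes, was 0.224 to 0.264 over the arrays. The number of arrays limits the precision.

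The X and Y probes were read first, because the reference was male and the labels name the sire and the dam. X probes were at 0.89 ± 0.21 (SD over 68 probes) in the dam and at 0.88 ± 0.19 in F1 3, against 0.02 ± 0.16 in the sire, 0.01 ± 0.12 in F1 1 and -0.01 ± 0.14 in F1 2 (log2 ratio, animal over reference, median over probes). Y probes were at -1.22 ± 1.12 in the dam and -1.18 ± 1.13 in F1 3, at 0.00 ± 0.11 in F1 1 and -0.05 ± 0.13 in F1 2. The sire had a Y median of -0.16 ± 0.16, with -0.23 on the Cy3 array and -0.05 on the Cy5 array. The labels give no sex for the F1 mice, and no test was made on these values.

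**Figure D1:**
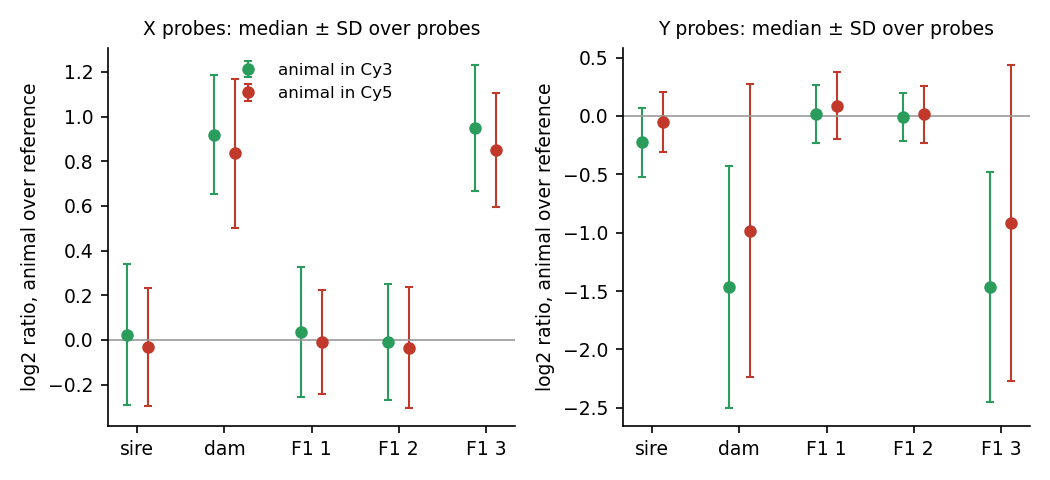
Median log2 ratio (animal over reference) of the X probes and the Y probes on each array, with the dye of the animal in colour and bars of 1 SD over probes. The dam and F1 3 lie near 0.9 on the X probes and below -0.9 on the Y probes, and the other 3 animals lie near 0.

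The X probes of the dam gave a known difference of 2 copies against 1, which showed how often the positive-probe rule found 1 copy more. A probe was positive when both dye-swapped log2 ratios exceeded 0.8 in size with the same sign, or when all 4 values of 2 adjacent probes exceeded 0.5. Of the 68 X probes of the dam, 55 were positive (80.9%, exact Clopper-Pearson 95% interval 69.5 to 89.4%), and 24 (35.3%, 24.1 to 47.8%) passed on the single-probe rule alone. In F1 3, 53 X probes were positive (77.9%, 66.2 to 87.1%), and in the other 3 animals 0 were (upper limit 5.28%). With normexp background correction the share in the dam was 39.7%, whichever of its 2 fits was used. Changes added to the F1 arrays at random places gave the reach of the rule on autosomes. A loss of 1 of 2 copies was found at 1 or more probes in 35.5% of places when it covered 1 probe, 87.8% for 2 probes and 99.3% for 4 probes, while a gain from 2 to 3 copies was found in 0.833%, 5.67% and 14.0% of places and in 76.5% when it covered 32 probes.

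**Figure D2:**
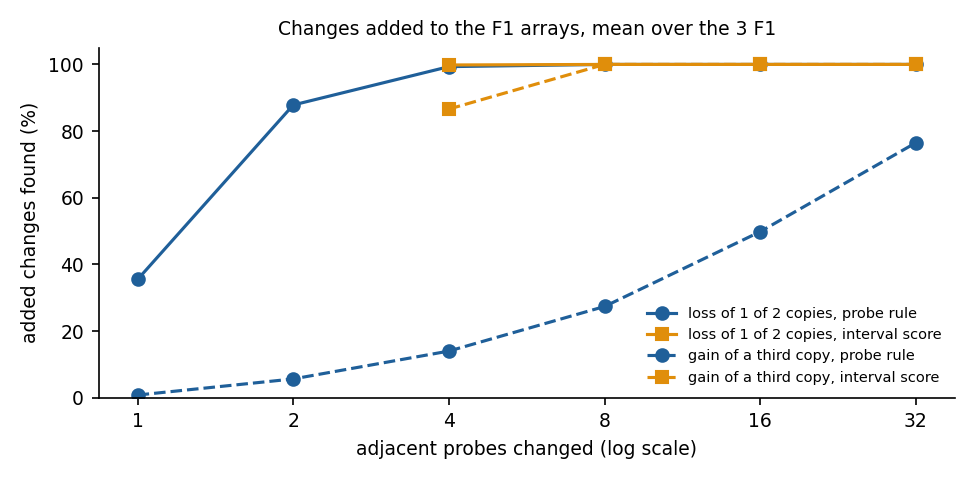
Share of added changes that were found (%), against the number of adjacent probes changed (log scale), as the mean over 3 F1 mice with 200 places each. Losses of 1 of 2 copies (solid) reached 99.3% at 4 probes with the probe rule (blue), gains from 2 to 3 copies (dashed) reached 76.5% at 32 probes, and the interval score (orange) found 86.6% of gains of 4 probes and 100% of those of 8 or more.

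Intervals of adjacent probes showed which long regions differed from the reference and which of them a parent and an F1 mouse shared. The region chr4:101110482-101270535 (74 probes) was gained in the dam (0.53 ± 0.14, SD over probes) and in F1 1 (0.52 ± 0.15), and was at -0.03 in the sire, -0.02 in F1 2 and 0.00 in F1 3. A gain at chr14:26684306-26953407 (70 probes) was seen in the dam (0.27 ± 0.13) and F1 2 (0.29 ± 0.10), with -0.02 in the sire, -0.03 in F1 1 and -0.03 in F1 3. At chr8:102148548-102253497 (38 probes) the dam (0.25 ± 0.14) and F1 3 (0.25 ± 0.20) were higher, with -0.01 in the sire, 0.00 in F1 1 and -0.01 in F1 2. At chr14:61798066-61822629 (14 probes) the dam (-0.26 ± 0.22) and F1 3 (-0.29 ± 0.20) were lower, with -0.05, 0.02 and 0.03 in the sire, F1 1 and F1 2. The last 2 regions were shared by the animals with high X and low Y ratios, so sharing by descent and by sex were not told apart there.

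Other long intervals separated all 5 animals from the reference. The region chr14:53387255-54384591 (109 probes) had means from -0.23 (sire) to -0.27 (dam), with -0.25, -0.24 and -0.25 in F1 1, F1 2 and F1 3. At chr12:56184969-56256271 (35 probes) all animals were at 0.25 to 0.28. At chr15:8343077-8367454 (12 probes) they were at -0.55 (sire), -0.53 (dam), -0.45 (F1 1), -0.48 (F1 2) and -0.49 (F1 3). Both arrays of every animal had the same sign at these 3 regions.

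**Figure D3:**
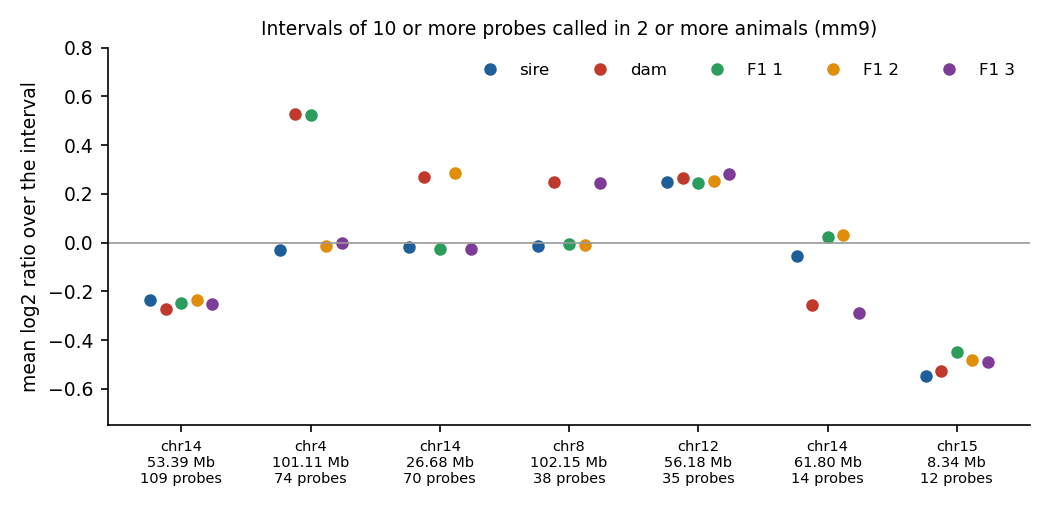
Mean log2 ratio (animal over reference) over 7 intervals of 10 or more probes called in 2 or more animals, with 1 point per animal. The intervals of 109 probes on chr14, 35 probes on chr12 and 12 probes on chr15 have all 5 animals on 1 side of 0, and the others part the dam and 1 F1 mouse from the rest.

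Intervals that no parent had were short or small in size. At 10 or more probes, chr1:13418981-13456113 (20 probes, 0.26 ± 0.25), chr18:6292063-6331491 (14 probes, 0.27 ± 0.31) and chr3:3007472-3031402 (11 probes, 0.30 ± 0.18) were called in F1 3 only, and chr1:191258601-191282455 (10 probes, 0.28 ± 0.29) in F1 2 only. The arrays of F1 3 were at 0.55 and 0.05 in the chr3 interval, so 1 array carried most of it, and at 0.25 and 0.27 in the chr1:13418981 interval. The sire, dam, F1 1, F1 2 and F1 3 had 90, 132, 81, 106 and 73 interval calls, of which 85, 121, 72, 95 and 59 had 3 or 4 probes. The dye contrast (the difference of the turned arrays divided by 2), which holds dye effects and noise but no copy number, gave 25, 7, 22, 18 and 38. Its noise SD, by which the score divides, was 0.190 to 0.208, against 0.117 to 0.163 for the mean of the arrays. A short interval thus needed a larger ratio in the dye contrast, so its counts are not an exact background. De novo interval calls numbered 73, 98 and 50 in the 3 F1 mice, 221 in all, against 75 in the dye contrast, and a score over 8 in place of 6 left 16. At 10 or more probes the dye contrast still gave 1, 4 and 1 calls in F1 1, F1 2 and F1 3, as many as or more than the 0, 1 and 3 de novo calls except in F1 3.

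**Figure D4:**
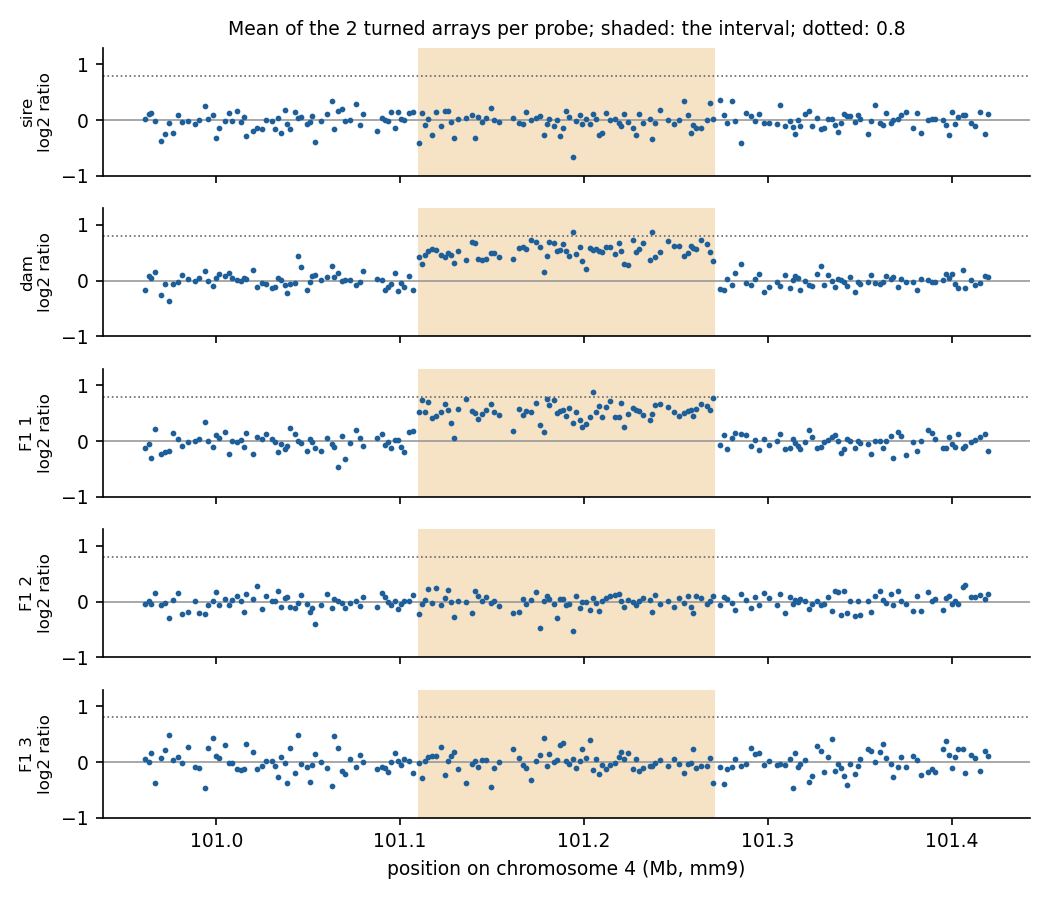
Log2 ratio (animal over reference, mean of the turned arrays) of each probe against the position on chromosome 4 (Mb, mm9), with 1 panel per animal, the 74-probe interval shaded and the threshold of 0.8 dotted. The dam (mean 0.53) and F1 1 (mean 0.52) lie above 0 over the whole shaded region and mostly below the threshold, and the sire, F1 2 and F1 3 lie near 0.

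Positive probes were counted over the autosomes with the thresholds of the study and the same sign on both arrays, a condition that its methods do not state. The probe A_67_P07959016 at chr13:95707465-95707524 was positive as a gain in all 5 animals, at 2.17, 2.03, 1.84, 2.06 and 2.34 in the sire, dam, F1 1, F1 2 and F1 3. The longest run of positive probes was chr3:25417435-25444229 in the dam (4 probes, -1.44), and F1 3 had the same value there (-1.44), with -0.21 in the sire, 0.04 in F1 1 and 0.00 in F1 2. Of the 74 probes of the chr4 gain, 4 were positive in the dam and 10 in F1 1. The animals had 96 (sire), 114 (dam), 66 (F1 1), 48 (F1 2) and 287 (F1 3) positive probes, with 40, 27, 25, 17 and 120 gains and 56, 87, 41, 31 and 167 losses. Probes past the same thresholds on both arrays but with opposite signs, which copy number cannot give, numbered 590, 378, 602, 514 and 520, more than the positive probes in every animal. Green was the higher dye on both arrays in 507, 315, 551, 462 and 426 of them, and red in 83, 63, 51, 52 and 94. They thus hold a shift toward green, and do not give the number of positive probes that noise alone would give. Probes that were not well above background on every array made up 2.43% of the autosomal probes but held 92.7%, 40.4%, 80.3%, 91.7% and 69.0% of the positive probes, and without them 7, 68, 13, 4 and 89 were left. With normexp background correction the median over animals was 8 in place of 96, with thresholds of 1.0 and 0.6 it was 39 and 295, and with no requirement on sign it was 744.

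**Figure D5:**
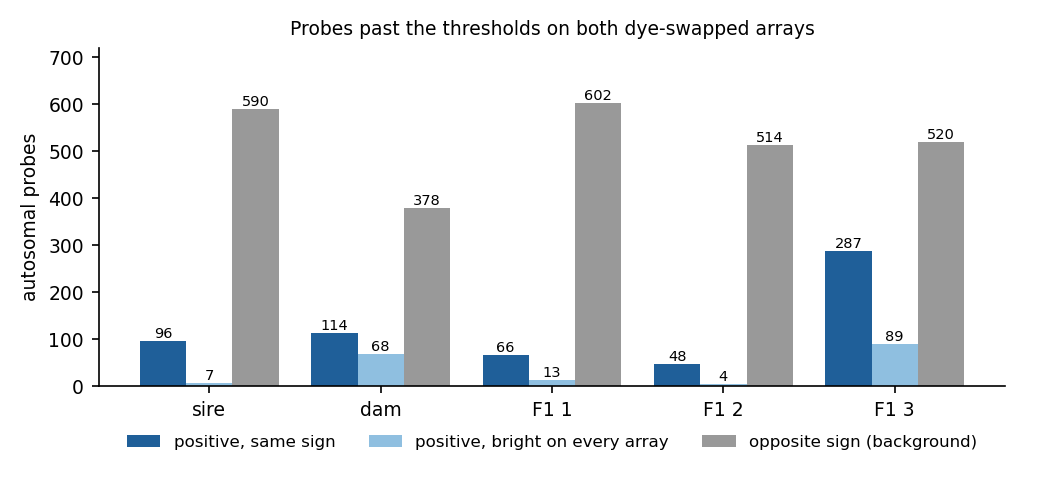
Number of autosomal probes past the thresholds on both dye-swapped arrays of each animal: positive probes (dark blue), positive probes well above background on every array (light blue) and probes of opposite sign (grey). F1 3 had 287 positive probes, of which 89 were bright, and the opposite-sign counts of 378 to 602 exceeded the positive probes in each animal.

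De novo CNV candidates were the probes positive in an F1 mouse and in neither parent with that sign. The longest that also lay over 0.5 beyond both parents were losses of 2 probes: chr7:53145484-53147705 in F1 3 (-0.93, arrays -0.94 and -0.91), chr15:51893824-51895908 in F1 3 (-0.71, with -0.56 in F1 1) and chr11:76987854-76989722 in F1 1 (-0.62). All 3 lay on probes that were not well above background on every array. Of the other Type L candidates (2 or more adjacent probes), chr4:101179674-101183665 in F1 1 (0.72) had 0.61 in the dam, and chr15:8362847-8364260 in F1 3 (-0.73) had -0.61 in the sire and -0.60 in the dam, so a parent had a similar size just short of the rule. The largest single-probe (Type S) candidates, A_67_P02699493 at chr13:56882449 in F1 3 (2.04) and A_53_P122146 at chr12:78244941 in F1 1 (-1.92), and the other 8 of the 10 largest, also lay on such dim probes. In all, F1 1, F1 2 and F1 3 had 60, 47 and 240 candidates, and 41, 38 and 200 of them were clear of both parents. Without the dim probes 29 clear candidates of 279 were left, with 11 under normexp background correction and 79 without F1 3. The bright ones in F1 1 and F1 2 were chr5:142990048 (A_67_P05772875, -1.37 in F1 1, -0.02 in the sire, -0.03 in the dam) and chr13:117062202 (A_67_P08008587, -1.19 in F1 2, -0.51 in F1 1, 0.30 in the sire, 0.19 in the dam), chosen after their values were seen.

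Private positive probes, found in 1 animal only, gave the parents' own counts as background for the F1 counts. The sire had 89, the dam 63, F1 1 60, F1 2 44 and F1 3 237. No scan batch held both F0 and F1 mice, so the counts of the generations also differ by batch. The F1 mean was 114 ± 107 (SD, n = 3) and the F0 mean 76.0 ± 18.4 (n = 2), a difference of 37.7 that lay within the spread between animals (exact two-sided permutation p = 1, where 0.1 was the smallest possible). The difference turned to -45.5 without F1 3, to -2.33 with normexp background correction and to -21.8 with thresholds scaled by the noise of each animal, the last chosen after seeing the data. It was 213.7 and 8.17 at thresholds of 0.6 and 1.0, 249 with the mean of the arrays, 95.2 with no requirement on sign and 5.17 without dim probes.

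Losses positive in exactly 2 animals were almost all shared by the dam and F1 3. These 2 animals shared 45 loss probes, and every other pair shared at most 2. The strongest were A_67_P06011063 at chr6:104241394-104241453 (-4.54 in the dam and -4.01 in F1 3), A_67_P08574630 at chr16:40851536-40851595 (-3.36 and -3.36) and A_67_P00760264 at chr3:132549431-132549490 (-3.11 and -2.23). Over the 45 probes the medians were -1.37 in the dam, -1.40 in F1 3, -0.13 in the sire, 0.05 in F1 1 and 0.03 in F1 2. They lay on 16 chromosomes, and the dam and F1 3 were also the animals with low Y probe ratios.

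Transmission was followed from runs of 2 or more probes positive in exactly 1 parent, which a heterozygous change would pass to an F1 mouse with probability 0.5. The dam's loss at chr3:25417435-25444229 was also in F1 3 (-1.44), and belongs to the losses that the dam and F1 3 shared. The dam's gains at chr4:101115312-101117529 (0.55) and chr4:101248844-101251872 (0.63), both parts of the 74-probe gain, did not pass the rule over the whole run in any F1 mouse, though F1 1 was at 0.56 and 0.49. The sire's loss at chr15:8344898-8346865 (-0.64) did not either, and there the dam was at -0.51 and the F1 mice at -0.59, -0.49 and -0.47. By the rule 1 of 12 possible transmissions was seen (8.33%, exact Clopper-Pearson 95% interval 0.211 to 38.5%, two-sided exact binomial p = 0.00635). This p does not measure transmission, since the rule found 5.67% of added gains of 2 probes and the chr15 run is low in all 5 animals. The 1 run counted as carried is among the losses of the dam and F1 3, for which inheritance is argued against below. Counting an F1 mouse whose mean passed 0.5 times the parent's gave 6 of 12 (50%, exact p = 1), and leaving out F1 1 or F1 2 (12.5%, exact p = 0.0703) or taking runs of 4 or more probes alone (33.3%, exact p = 1) also moved p past 0.05. Leaving out F1 3 (0 of 8, exact p = 0.00781) and runs of 1 or more probes (47 of 588, 7.99%, exact p = 1.83e-107) did not. Neither of these p values measures transmission. Dim probes held 92.7% of the positive probes of the sire and 40.4% of those of the dam, and F1 3 carried 43 loss runs of the dam, whose inheritance is in doubt. The 588 pairings of a run with an F1 mouse are not independent either. The 2 chr4 runs are not independent, and the 6 of 12 by mean size include every F1 mouse at the chr15 run.

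The family was tested against the reference with limma on the mean of the turned arrays of each animal (n = 5). The chr13:95707465-95707524 probe was higher (2.09 ± 0.07 SE, limma adjusted p = 1.42e-05) in 5 of 5 animals. Of the 11 probes that were lower, all in 5 of 5 animals, 5 lay in chr15:8344898-8364260, among them A_67_P08277863 (-0.63 ± 0.05 SE, limma adjusted p = 0.0247), and 3 in chr14:53714075-53969126, among them A_67_P02850924 (-0.56 ± 0.05 SE, adjusted p = 0.0247). The others were A_53_P172075 at chr1:37976448 (-0.56 ± 0.04 SE), A_53_P177460 at chr3:20155623 (-0.56 ± 0.05 SE) and A_67_P08873390 at chr17:84634041 (-0.61 ± 0.05 SE). Of these 11 probes, A_53_P172075, A_67_P08873390 and A_53_P131983 (in the chr15 group) were not well above background on every array. Leaving out any 1 animal, or a limit on size of 0.8, left 1 call in place of 12, while normexp fitted on all spots, which distorted 1 array, gave 36, and the fit without low spots, chosen after seeing the data, gave 11. The reference was 1 mouse, so its own spread was not in the test.

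F1 mice (n = 3) were compared with F0 mice (n = 2) in the same limma model for a shift shared by the offspring, and 0 of 950301 probes passed (smallest adjusted p = 0.839). At an unadjusted p under 0.05 there were 33946. No scan batch held both F0 and F1 mice, so a shift by generation and a shift by batch cannot be told apart here. With shifts of 0.9 and 2.0 log2 added to 100 probes of simulated arrays the comparison recovered 6 and 80, so a difference of 1 copy was mostly not detectable in it. With normexp fitted on all spots 48 probes passed, and the prior degrees of freedom of limma had no limit; with the fit without low spots, chosen after seeing the data, they were 8.20 and 0 probes passed.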

Values the study reported

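The study reported a first array CGH with autosomal probes at a spacing of about 2 kb, and called a probe positive when both dye-swapped ratios exceeded 0.8, or when those of 2 adjacent probes all exceeded 0.5. After a second array with denser probes and qPCR, it reported de novo deletions in 20.4% (29 of 142) of the F1 mice of irradiated sires and in 7.1% (11 of 156) of the F1 mice of the control group. For Type L deletions it gave 15.5% and 5.1%. Its lists of de novo CNVs that passed qPCR name none of the F1 mice of this family. None of the candidates given above is therefore listed there.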

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

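The thresholds scaled by noise and the choice of probes in the test of neighbours were chosen after the counts were seen, and the scan batch was named after them and could not be tested. F1 3 stood apart from the other 4 animals in 5 of 12 measures, by a gap that was large against the range of the 5 animals. It had 287 positive probes (the next animal had 114), 120 gains (40), 237 private positive probes (89), 117 private gains (37) and 120 private losses (52). It did not stand apart with normexp at an offset of 50, where the dam and F1 3 had 70 positive probes each and 28 private ones each. With normexp at an offset of 0, chosen after seeing the data, F1 3 had 2750 positive probes. The sire had 640 there, the dam 389, F1 1 428 and F1 2 270, so its excess depended on the offset. On bright probes F1 3 had 89 positive probes against 68 in the dam, and both totals hold losses that these animals shared. Private positive probes on bright probes numbered 45 in F1 3, 23 in the dam, 11 in F1 1, 6 in the sire and 3 in F1 2. These measures overlap, and chance gives such a gap in about 1 in 20 groups.

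The pattern weighed was the larger number of positive probes in F1 3. Copy number changes longer than the probe spacing are argued against, since the neighbours of its 230 private probes past the single-probe threshold, taken whatever the neighbours did and turned by the sign of the probe, were at -0.00686 ± 0.00884 (SE), while shorter changes stay open. With thresholds scaled by the noise of each animal its private count was 66, 0.584 times the highest other animal (113, the dam). Scaling raised the threshold in F1 3 and lowered it in the dam, and can drop real changes of 1 copy in F1 3. The fall may thus fit a wider spread of the mean of the arrays of F1 3, but does not part noise from short changes. The SD of this mean was 0.163 in F1 3, against 0.117 to 0.137 in the others. This spread was shared by both turned arrays, since the SD of their half-difference was the lowest of the 5 animals (0.190, against 0.196 to 0.208) and the opposite-sign probes (520) were at the median, so its source stays open. F1 3 was the 1 animal of its scan batch, so the batch and the animal cannot be told apart, and no biological explanation was tested.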

How the results depend on the processing

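The alternatives named as chosen after seeing the data were normexp with offset 0, normexp fitted without low spots, thresholds scaled by noise, intervals with a median rule, intervals on the mean of the animals, 1 spot per X probe (77.9% detected) and leaving out losses of exactly the dam and F1 3, which by construction left the private difference at 37.7. A count was called the same by its ratio to the main value, not by a spread between animals, and the private difference when its sign held, whatever its size. The detection share was the same within its 95% interval, and transmission when it kept its side of the expected share and of the p threshold. Of 113 values under alternatives, 55 were the same by these rules, 50 moved, 4 lost the threshold and 4 changed direction. The cause was not tested except where fewer probes or animals show it. Median positive probes per animal (96) were 39 and 295 at thresholds of 1.0 and 0.6, 8 with normexp (the probe counts and the detection share were the same with both of its fits), 428 with offset 0, 13 without dim probes, 467 with the mean of the arrays and 744 with no requirement on sign. In the same order (1.0, 0.6, normexp, no dim probes, mean, no sign), de novo candidates (347) were 122, 1603, 35, 59, 2106 and 1979, with 202 at scaled thresholds, and those clear of both parents (279) were 95, 1154, 11, 29 and 1696, with 184 at a clear difference of 0.8. Leaving out an F1 mouse gave 107 to 300 and 79 to 241, lowest without F1 3. Probes shared by all animals (1) were 3 with the mean and 6 with no sign. The private difference (37.7) was -2.33 with normexp, -21.8 at scaled thresholds and -45.5 to 74.0 with an F1 mouse left out, negative without F1 3, and 213.7, 8.17, 5.17, 249 and 95.2 at 0.6, 1.0, no dim probes, mean and no sign. Opposite-sign probes (median 520) were 191 and 2663 at 1.0 and 0.6. The detection share was 39.7% with normexp. Transmission (8.33%) was 33.3% for runs of 4 or more probes, 50% by mean size, 7.99% for runs of 1 or more and 0 to 12.5% with an F1 mouse left out. Median interval calls and de novo calls (90 and 221) were 325 and 854 at a score of 5, 12 and 16 at 8, 37 and 83 at 5 probes, 22 and 75 in the dye contrast, and 43 and 112 with the median rule, and the mean of the animals gave 31. The family calls (12) were 1 at a size of 0.8, 1 with any animal left out, 36 under normexp fitted on all spots and 11 under the fit without low spots. The F1 against F0 comparison had 48 calls by limma under normexp fitted on all spots, set before the data were examined, where 1 array was distorted, 0 under the fit without low spots and 0 under the others. Signal limits the probe rule, since dim probes gave most of the positive probes in every animal but the dam. No paired analysis was possible because the animals of different groups are single relatives, not pairs. The GC correction was not run.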

Other observations

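Among the tests below, those of inherited losses and of fewer Y copies were chosen after the result was seen. In F1 3, 27 single candidates on bright probes were clear of both parents, such as A_53_P114639 at chr11:58161182 (1.32), A_67_P01787080 at chr8:89301303 (1.18) and A_53_P115634 at chr5:111302860 (1.14). The choice of bright probes uses the signal of the animal too, which a loss lowers, so gains and losses are not compared among them, and all 200 clear candidates of F1 3 were 102 gains and 98 losses. The largest loss on a bright probe, A_67_P00123418 at chr1:88353663 (-1.59), had -0.78 in the dam. The 36 probes on unplaced sequence had 0 positive probes in every animal.

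The dam and F1 3 shared 45 loss probes. Inheritance of heterozygous losses is argued against. Of 44 loss runs of the dam seen in an F1 mouse, F1 1 or F1 2 carried 1 (2.27%, exact Clopper-Pearson interval 0.0575 to 12.0%) and F1 3 carried 43, over 36 loci more than 10 Mb apart. This share restates the sharing that prompted the test, so it adds no separate support. Of the 45 probes, 40 had means beyond -1 in both animals, past the log2 ratio of 1 copy against 2. The signal of these probes in the reference channel was at a median percentile of 98.7 among autosomal probes (quartiles over the 45 probes 97.2 and 99.7). Random sets gave medians of 35.8 to 64.3, and the dam's 40 private losses 27.9. This may fit a hypothesis that the probes also bind Y chromosome sequence, present in the male reference and low in the dam and F1 3. Signal differs between probes for other reasons too, so it does not test this binding by itself. Sequences of the probes were not used, so this stays open.

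The median Y ratio of the sire was -0.16 (95% interval -0.245 to -0.00796). It lay below 0.00 (-0.0295 to 0.0418) in F1 1 and -0.05 (-0.115 to 0.0125) in F1 2, with overlapping intervals. The 95% intervals of this paragraph came from resampling the probes of 1 animal. They measure the spread over probes, and not the spread between animals or arrays. The 45 probes, none positive in the sire, gave a further measure of the Y ratio if they bind Y sequence. Lower ratios of all bright probes are argued against, since sets matched on reference signal had a lower limit of -0.0180 in the sire. The matched sets are not an exact background, because F1 1 also lay outside its own, at 0.0509 against an upper limit of 0.0465. F1 2 lay inside its matched range. An effect of 1 array alone is argued against since the higher array median of the 45 probes in the sire was -0.138. The 23 Y probes of the sire, however, were at -0.23 and -0.05 on the arrays. The median of the 45 probes in the sire was -0.132 (95% interval -0.185 to -0.0541), against 0.05 in F1 1 and 0.03 in F1 2, which may fit fewer Y copies per cell in the tail DNA of the sire. The sire's X median was 0.02. No other male was scanned in the sire's batch, so the batch stays open, and no biological explanation was tested further.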
